# The ZZ-type zinc finger of ZZZ3 modulates the ATAC complex-mediated histone acetylation and gene activation

**DOI:** 10.1038/s41467-018-06247-5

**Published:** 2018-09-14

**Authors:** Wenyi Mi, Yi Zhang, Jie Lyu, Xiaolu Wang, Qiong Tong, Danni Peng, Yongming Xue, Adam H. Tencer, Hong Wen, Wei Li, Tatiana G. Kutateladze, Xiaobing Shi

## Abstract

Recognition of histones by epigenetic readers is a fundamental mechanism for the regulation of chromatin and transcription. Most reader modules target specific post-translational modifications on histones. Here, we report the identification of a reader of histone H3, the ZZ-type zinc finger (ZZ) domain of ZZZ3, a subunit of the Ada-two-A-containing (ATAC) histone acetyltransferase complex. The solution NMR structure of the ZZ in complex with the H3 peptide reveals a unique binding mechanism involving caging of the N-terminal Alanine 1 of histone H3 in an acidic cavity of the ZZ domain, indicating a specific recognition of H3 versus other histones. Depletion of ZZZ3 or disruption of the ZZ-H3 interaction dampens ATAC-dependent promoter histone H3K9 acetylation and target gene expression. Overall, our study identifies the ZZ domain of ZZZ3 as a histone H3 reader that is required for the ATAC complex-mediated maintenance of histone acetylation and gene activation.

## Abstract (web summary)

Histones are recognized by epigenetic readers, which play essential roles in regulation of chromatin and transcription. Here the authors provide evidence that the ZZ-type zinc finger domain of ZZZ3 functions as a reader of histone H3, which is required for the ATAC complex-mediated maintenance of histone acetylation and gene activation.

## Introduction

Post-translational modifications (PTMs) of histones, such as acetylation and methylation, play an important role in modulating chromatin structure and all chromatin-associated processes, including gene transcription^1,2^. Acetylation on histones is normally associated with gene activation, whereas methylation is linked to either gene activation or repression, depending on the specific residues being modified. In general, methylation on histone H3K4, H3K36, and H3K79 is enriched in actively transcribed genes, and di- and trimethylation on H3K9, H3K27, and H4K20 occupies silent genes^3^. The principal function of histone acetylation and methylation is to recruit or repel “reader” proteins that recognize the small moieties on modified histone residues and transduce the epigenetic signals at chromatin to distinct biological outcomes^4^. Studies from many laboratories have identified a number of readers selective to specific histone modifications, for example, the chromodomain (CHD) and the plant homeodomain (PHD) zinc finger recognizes methylation on distinct lysine residues of histones^5–8^, whereas the bromodomain (BRD) and the YEATS domain bind to acetylated histones^9,10^. To date, almost all known histone readers are specific or sensitive to certain histone PTMs; however, a versatile reader that can accommodate common modifications on histones has yet to be discovered.

ZZZ3 (zinc finger ZZ-type containing 3) is a core subunit of the ATAC complex, a conserved metazoan histone acetyltransferase (HAT) complex^11,12^. In mammals, ATAC contains one of the two highly related, mutually exclusive catalytic subunits, GCN5 or PCAF, which are shared with another major HAT complex, the Spt-Ada-Gcn5-Acetyltransferase (SAGA) complex^13,14^. While biological activities of the SAGA components have been extensively studied^15,16^, the functions of most of the ATAC complex subunits, including ZZZ3, remain largely unknown.

Here, we report the identification of the ZZ-type zinc finger (ZZ) as a family of histone H3 reader. The solution NMR structure of the ZZ domain of ZZZ3 in complex with the H3 peptide reveals a unique binding mechanism involving caging of the N-terminal Alanine 1 of histone H3 in an acidic cavity of the ZZ domain. The ZZ domain specifically binds to histone H3 tail, making contacts mainly with the first four amino acids of histone H3. Surprisingly, this recognition is insensitive to methylation on H3K4 or H3R2, whereas acetylation on H3K4 moderately enhances the binding. The recognition of histone H3 by ZZ is essential for chromatin occupancy of ZZZ3 and functions of the ATAC complex in cells. Depletion of ZZZ3 or disruption of the ZZ-H3 interaction dampens ATAC-dependent promoter histone H3K9 acetylation and expression of target genes, including the ribosomal protein encoding genes. Overall, our study identified the ZZ domain of ZZZ3 as a versatile histone H3 reader that is required for the ATAC complex-mediated maintenance of histone acetylation and gene activation .

## Results

### The ZZ domain is a histone H3-recognizing module

ZZZ3 contains two conserved domains, a putative DNA-binding Swi3-Ada2-NCOR-TAFIIB (SANT) domain and a ZZ of unknown function (Fig. 1a). Screening for novel readers by a homemade histone peptide array, we found that the ZZ of human ZZZ3 binds to the N-terminal tail of histone H3 in a methylation-independent manner (Fig. 1b). In vitro histone-binding experiments (Fig. 1c) and histone peptide pulldowns (Fig. 1d and Supplementary Fig. 1a) further demonstrated that ZZZ3 ZZ specifically recognizes the H3 tail, but not other regions of H3, nor other histones. The N-terminal eight amino acids of H3 were sufficient for ZZZ3 binding; removal of the first four amino acids of the H3 tail completely abolished the binding (Fig. 1e), suggesting that the very N-terminal end of H3 is critical for the ZZZ3-H3 interaction. Unlike other known H3-binding modules, such as the WD40 repeats of WDR5 and the first PHD finger (PHD1) of RBP2 that are sensitive to methylation on H3R2 and H3K4, respectively^17–19^, the ZZZ3 ZZ-H3 interaction was not affected by methylation on these residues (Fig. 1d–f). In contrast, acetylation on H3K4 moderately enhanced ZZZ3 ZZ binding to H3 (Fig. 1g and Supplementary Fig. 1b), implying a novel mode of H3 recognition.

**Fig. 1:**
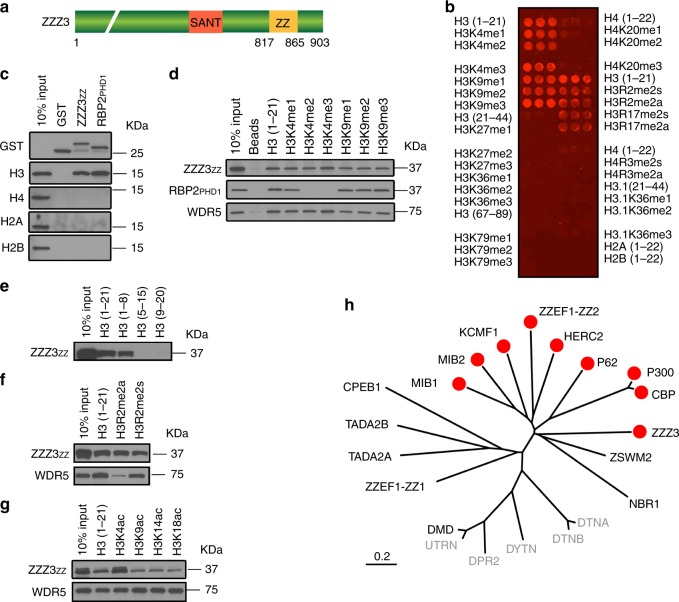
The ZZ domain of ZZZ3 recognizes histone H3 tail. **a** Schematic representation of ZZZ3 protein structure. The amino acid numbers of ZZ domain and the full-length protein are shown. **b** Histone peptide microarray probed with GST-ZZZ3 ZZ domain. Each peptide has three replicates. **c** Western blot analysis of GST pulldowns of GST-ZZZ3 ZZ with calf thymus histones. Pulldown of GST-RBP2 PHD1 is shown as a control. **d** Western blot analysis of peptide pull-down experiments of GST-ZZZ3 ZZ domain with the indicated histone H3 peptides. Peptide pulldowns of RBP2 PHD1 and WDR5 are shown for comparison. **e**–**g** Western blot analysis of peptide pulldown experiments of GST-ZZZ3 ZZ domain with the indicated H3 peptides. Peptide pulldowns of WDR5 are shown for comparison. **h** Phylogenetic tree presentation of the H3-binding activity of human ZZ proteins. The red dot indicates binding with H3 (Supplementary Fig. 1c–e). The cytoplasmic ZZ proteins (gray) are not tested in this study

To determine whether H3 binding is a common feature of ZZ domains, we cloned 16 zinc fingers of all the human ZZ proteins that reside in, or shuttle into the nucleus^13^, and tested their H3 binding activity in pull-down experiments with histone peptides and full-length histones. We found that 9 of the 16 ZZ domains could bind to histone H3 tail (Supplementary Fig. 1c–e), suggesting that H3 binding has evolved as a common function of ZZ domains within a subset of the protein family (Fig. 1h).

### Molecular basis of recognition of H3 by the ZZZ3 ZZ domain

To define the molecular mechanism by which ZZZ3 recognizes histone H3, we determined the solution structure of the ZZZ3 ZZ domain (aa 816–874) in complex with an unmodified histone H3 tail peptide (aa 1–12) by NMR spectroscopy. The structural ensemble data were well defined throughout the protein and the four N-terminal residues of the H3 peptide (Supplementary Fig. 2a and Supplementary Table 1). The structure shows a cross-brace topology fold, with a central three-stranded antiparallel β-sheet (aa 847–849, 835–838, and 869–871), a short α-helix (aa 851–854), and a small two-stranded β-sheet (aa 817–818 and 831–832) at the N-terminus (Fig. 2a). The histone peptide is bound in an extended conformation, forming a short two-stranded antiparallel β-sheet with the residues 821–823 of ZZ. The four N-terminal residues of the H3 peptide are in direct contact with ZZ, while the rest of the tail is unstructured and solvent-exposed (Fig. 2b and Supplementary Fig. 2b). Ala1 of the H3 peptide inserts deeply into the negatively charged cavity of the protein, and its amino-terminal NH_3_^+^ group is restrained through interactions with ZZ, specifically the side-chain carboxyl groups of D824 and D848 and the carbonyl group of K822 (Fig. 2c).

**Fig. 2:**
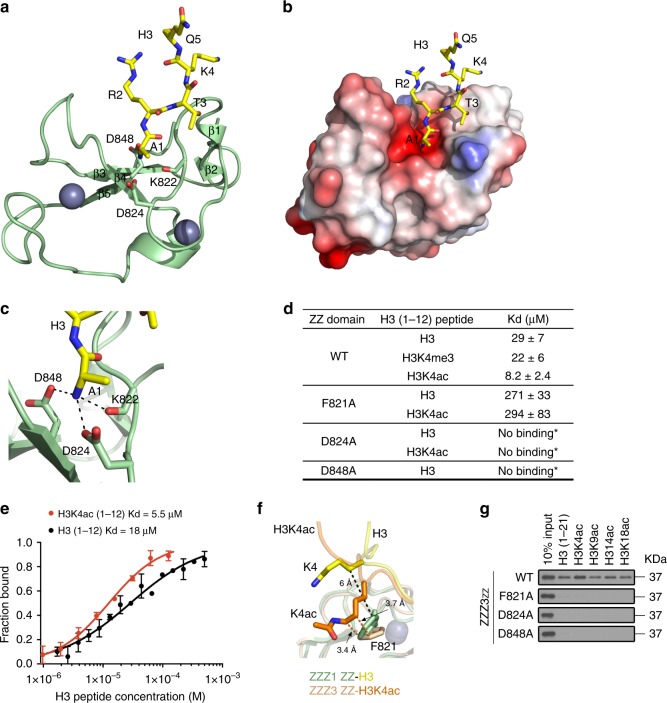
Structure of the ZZZ3 ZZ domain in complex with H3 peptides. **a** Ribbon diagram of the ZZZ3 ZZ_816–874_ domain (green) in complex with the histone H3 peptide (yellow). **b** Electrostatic potential surface of ZZZ3 ZZ in complex with the histone H3 peptide (yellow stick). A positive electrostatic potential is colored in blue and negative in red. **c** Zoom-in view of the histone H3 Ala1 binding site. ZZZ3 ZZ domain is shown as a green ribbon and the histone H3 peptide as a yellow stick. The dash lines indicate short distances. **d** Binding affinities of WT ZZZ3 ZZ and mutants for the indicated histone peptides measured by tryptophan fluorescence. The experiments were carried out in triplicates. *: measured by NMR. **e** Binding curves used to determine the *K*_d_ values by MST. **f** Zoom-in view of the mean position of Lys4 in each ensemble of 20 NMR structures of the complexes of ZZZ3 ZZ with unmodified H3 peptide and with H3K4ac peptide are superimposed. **g** Western blot analysis of histone peptide pulldowns of wild-type (WT) ZZZ3 ZZ and the indicated point mutants

Consistent with the structural results, blocking the amino-terminal NH_3_^+^ group of H3 Ala1 by an acetyl group or biotin impeded ZZZ3 ZZ-H3 interaction (Supplementary Fig. 2c); and deletion of the first two amino acids (Ala1–Arg2) of the H3 peptide completely abolished its interaction with all ZZ domains, as observed in peptide pulldown (Supplementary Fig. 1d) and NMR titration experiments (Supplementary Fig. 2d). Tryptophan fluorescence experiments revealed a *K*_d_ of 29 μM for ZZZ3 ZZ association with the H3 peptide (Fig. 2d). Substitution of D824 or D848 in the ZZ domain with an alanine completely disrupted its interaction with the H3 peptide (Fig. 2d and Supplementary Fig. 2e, f). Importantly, all the H3-binding ZZ domains contain an invariable aspartate (D848 in ZZZ3) along with an aspartate (D824 in ZZZ3) or asparagine (in p300 and CBP ZZs) (Supplementary Fig. 2g and the accompanied manuscript), suggesting that recognition of Ala1 of H3 through the acidic cage is likely a common mechanism of the ZZ readers. However, simply introducing acidic residues into the non-H3-binding ZZ domains of TADA2A and TADA2B did not render them H3 binding activity (Supplementary Fig. 2h), suggesting that interactions other than with the acidic residues are also required. In line with this, an N-terminal Ala1 added to a non-H3-like peptide (AGSGSG) was insufficient to bind the ZZZ3 ZZ domain (Supplementary Fig. 2i).

### H3K4 acetylation moderately enhances the ZZZ3-H3 binding

Although methylation has no apparent effect on the binding of ZZZ3 ZZ to the H3 peptide, acetylation on H3K4 moderately enhances the interaction, as observed in peptide arrays, pulldowns, and NMR titrations (Fig. 1b–d–g, Supplementary Figs 1b and 3a, b). Consistent with these observations, tryptophan fluorescence experiments showed an ~3-fold enhancement for ZZ association with the H3K4ac peptide (*K*_d _= 8.2 μM) over its association with the unmodified H3 peptide (*K*_d _= 29 μM) (Fig. 2d and Supplementary Fig. 3c). Microscale thermophoresis (MST) binding assays further corroborated the threefold enhancement (Fig. 2e and Supplementary Fig. 3d).

To understand the enhancement of binding to acetylated H3K4, we determined the solution structure of the ZZZ3 ZZ domain in complex with an H3K4ac peptide (aa 1–8) using NMR spectroscopy (Supplementary Fig. 3e and Supplementary Table 1). Structural comparison of the H3-bound and H3K4ac-bound ZZ revealed that H3K4 lays in a hydrophobic groove formed by F821, G820, and V819 in both complexes; however, the mean position of the acetylated side chain of Lys4 in the ensemble of the NMR structures is located closer to the side chain of F821 of ZZ compared to the mean position of the unmodified Lys4 (Fig. 2f and Supplementary Fig. 3f). We speculated that the hydrophobic interaction between the neutral side chain of acetylated Lys4 and the aromatic ring of ZZ F821 might account for the increase in binding affinity. To test this hypothesis, we substituted F821 for an alanine and examined binding of the F821A mutant to the H3K4ac and unmodified H3 peptides using several orthogonal methods. We found that alanine substitution substantially decreases ZZ binding to either the unmodified or the Lys4-acetylated H3 peptides (Fig. 2g), and that the F821A mutant associates equally with both peptides in NMR titration and tryptophan fluorescence assays (Fig. 2d and Supplementary 3b–h). The acetylation-dependent enhancement of H3 binding by ZZ is reminiscent to the acetylation- or methylation-dependent enhancement in binding activity of other H3 readers. Much like the ZZZ3 ZZ domain, the DPF module of DPF3b or MORF binds ~3-fold tighter to H3K14ac than to the unmodified H3 peptide^20–23^. Structural comparison reveals that although the overall ZZ and DPF3b^23^ exhibit distinct mechanisms for the recognition of the histone H3 tail, in both cases, the hydrophobic character of the acetyllysine-binding sites and the presence of aromatic residues most likely facilitate binding to a hydrophobic acetylated lysine species (Supplementary Fig. 4a, b). Similarly, a single aromatic residue in the PHD finger of CHD4^24^ provides favorable hydrophobic and cation-pi contacts with H3K9me3 (Supplementary Fig. 4c).

### ZZZ3 is critical for ATAC-dependent histone acetylation

The catalytic subunit GCN5 or PCAF in the ATAC complex has been shown to catalyze acetylation of histone H3 on H3K9, H3K14, and H3K4^11,12,25^. Because ZZZ3 is a stoichiometric component of the ATAC complex, we speculated that recognition of H3 by the ZZZ3 ZZ domain may facilitate substrate association of ATAC, thus promoting H3 acetylation (Fig. 3a). To test this hypothesis, we carried out in vitro HAT assays of purified ATAC complex from cultured cells using histone peptides and reconstituted unmodified nucleosomes as substrates. We found that the purified ATAC complex shows robust acetylation activity on H3K9 and relatively weak activity on H3K4 (Fig. 3b, c). Importantly, deletion of the first two amino acids from histone H3 greatly reduced the HAT activity of ATAC on both the histone peptide and reconstituted nucleosomes. Compared with the unmodified H3 peptide, the Lys4-acetylated H3 peptide is a better substrate for ATAC (Supplementary Fig. 5a). Furthermore, substitution of F821 and D824 of ZZZ3 to an alanine substantially reduced the HAT activity of ATAC on H3 without affecting the complex integrity (Fig. 3d and Supplementary Fig. 5b, c). Together, these results suggest that binding of H3 by ZZZ3 is required for efficient H3 acetylation by the ATAC complex.

**Fig. 3:**
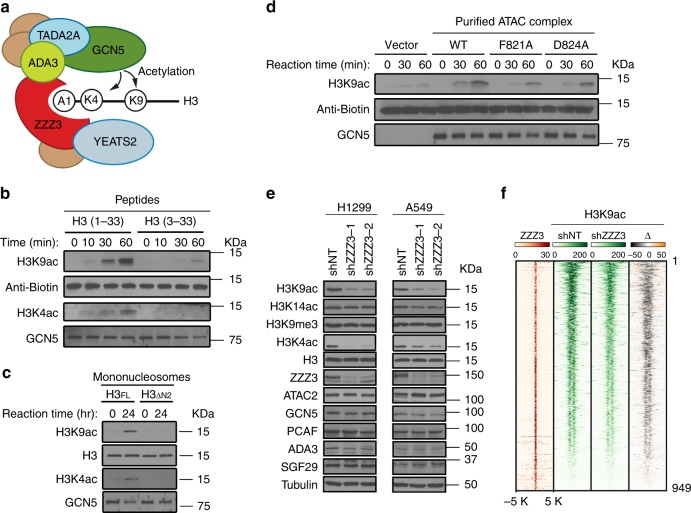
Recognition of H3 by ZZZ3 is critical for ATAC-dependent histone acetylation. **a** Schematic of ZZZ3 and the ATAC complex in recognition and acetylation of histone H3 tail. **b**, **c** Deletion the first two amino acids (Ala1–Arg2) of H3 abolishes the HAT activity of the ATAC complex in vitro. Western blot analysis of HAT assays of purified ATAC complex using the H3 (1–33) or H3 (3–33) peptides (**b**), or reconstituted mononucleosome containing full-length H3 or H3NΔ2 proteins (**c**) as substrates. Biotinylated peptides and H3 are shown as loading controls. **d** Point mutations of ZZ domain attenuate the HAT activity of the ATAC complex in vitro. Western blot analysis of HAT assays of purified ATAC complexes containing WT or mutant ZZZ3 using H3 (1–33) peptide as a substrate. Biotinylated peptides are shown as loading controls. **e** ZZZ3 KD reduces global H3K9ac and H3K4ac levels in cells. Western blot analysis of the indicated histone modifications and protein levels of ATAC subunits in control (shNT) and ZZZ3 KD (shZZZ3) cells. H3 and tubulin are used as loading controls. **f** Heatmap profiles of ZZZ3 in H1299 cells, H3K9ac in control (shNT) and ZZZ3 KD (shZZZ3) cells, and difference of H3K9ac (Δ, shZZZ3-shNT). The color key represents the signal density. Gray indicates a reduction in ZZZ3 KD cells compared to the control cells

Consistent with the in vitro data, depletion of ZZZ3 by shRNA-mediated knockdown (KD) in H1299 and A549 lung adenocarcinoma cell lines resulted in reduction in global H3K9 and H3K4 acetylation levels (Fig. 3e). This effect is not due to the loss of complex integrity as the protein levels of GCN5/PCAF and other ATAC complex components remained unchanged. ChIP experiments followed by high-throughput sequencing (ChIP-seq) revealed that the reduction of H3K9 acetylation is specific to ZZZ3-occupied genes (described below), as the H3K9ac levels on non-ZZZ3-occupied genes are largely not affected by ZZZ3 KD (Fig. 3f and Supplementary Fig. 5d). ChIP followed by quantitative real-time PCR (qPCR) analysis in ZZZ3 KD cells revealed that depletion of ZZZ3 reduces H3K9ac and H3K4ac levels on ZZZ3 target genes (Supplementary Fig. 6a–c). This reduction is likely due to the loss of ATAC occupancy on chromatin, as the binding of YEATS2, an ATAC-specific subunit, on ATAC target genes was substantially reduced upon ZZZ3 KD, whereas the occupancy of the SAGA subunit SPT20 and H3K9ac levels on SAGA target genes was not affected (Supplementary Fig. 6d–f). Depletion of either GCN5 or PCAF considerably reduced target gene H3K9 acetylation levels, and double KD showed an additive effect (Supplementary Fig. 6g, h), suggesting that likely both GCN5 and PCAF contribute to ATAC-dependent maintenance of histone acetylation.

### ZZZ3 is required for ATAC complex-dependent gene expression

To determine the functional importance of H3 recognition by the ZZ domain in cells, we first investigated its role in ZZZ3 binding to chromatin. We performed ChIP-seq experiments in H1299 cells to assess the genome-wide occupancy of ZZZ3 and its correlation with the ATAC complex and active transcription-associated histone marks (H3K4me3, H3K4ac, and H3K9ac). Using a validated ChIP-grade anti-ZZZ3 antibody^26^, we identified 949 ZZZ3-occupied peaks that are strongly enriched in promoters (±3 kb of the transcription start site, TSS) (Supplementary Fig. 7a and Supplementary Data 1). We determined genome-wide occupancy of Flag-YEATS2 (Supplementary Data 1) by Flag ChIP-seq and used it as a surrogate of the ATAC complex. We found that although Flag ChIP-seq yielded many more peaks, the majority of the ZZZ3 peaks overlap with Flag-YEATS2 peaks (Supplementary Fig. 7b). Furthermore, more than three-quarters of ZZZ3 peaks co-localize with H3K4ac, H3K9ac, and H3K4me3 occupied peaks (Fig. 4a and Supplementary Fig. 7c), and all peaks are enriched at gene promoters (Fig. 4b and Supplementary Fig. 7d, e).

**Fig. 4:**
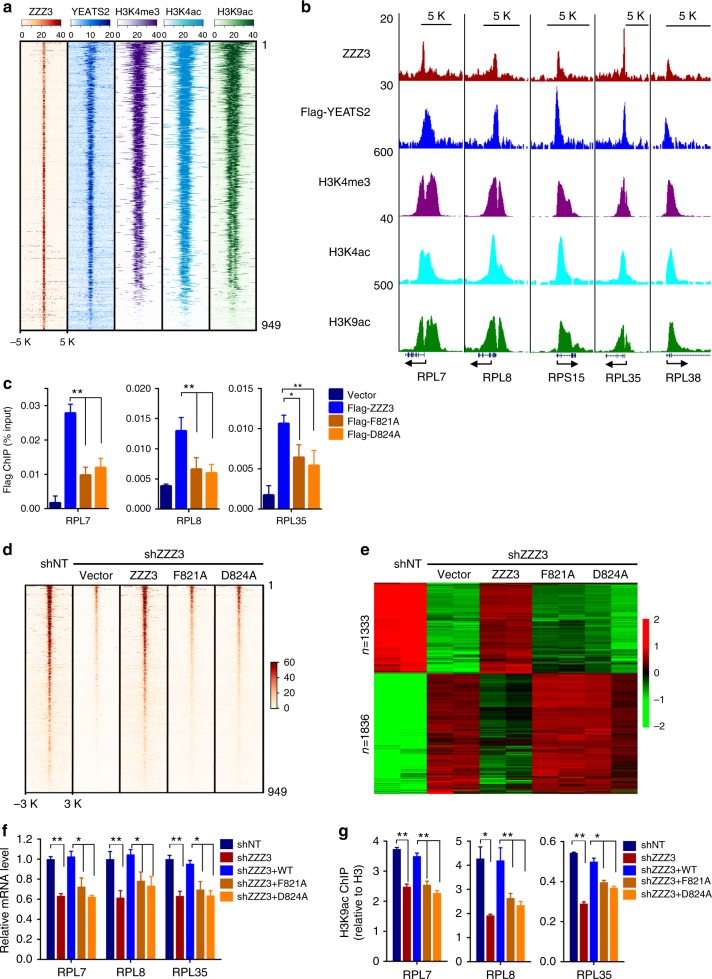
ZZZ3 is required for ATAC-mediated H3K9 acetylation and gene activation. **a** Heatmaps of the ZZZ3, Flag-YEATS2, H3K4ac, H3K9ac, and H3K4me3 ChIP-seq signals centered on ZZZ3 binding sites in a ± 5-kb window. Loci were classified as ZZZ3 peaks enriched with active promoter marks and others without active promoter marks. The color key represents the signal density. **b** Representative genome-browser views of ZZZ3 (red), YEATS2 (blue), H3K4me3 (purple), H3K4ac (cyan), and H3K9ac (green) ChIP-seq signals. TSS is indicated by an arrow. **c** qPCR analysis of Flag-ZZZ3 ChIP on gene promoters in cells stably expressing Flag-tagged WT ZZZ3 or the indicated point mutants. **d** Heatmap of the normalized ZZZ3 ChIP-seq signal densities in control (shNT), ZZZ3 KD (shZZZ3) cells, and KD cells ectopically expressing shRNA-resistant WT ZZZ3 or the indicated mutants. The signal is centered on ZZZ3 binding site in a ± 3-kb window. **e** Heatmap representation of differentially expressed genes in cells as in **d** from two biological replicates of RNA-seq experiments. Fisher’s exact test was used to define differentially expressed genes (*q* < 0.01). The color key represents normalized Log2 expression values. **f** qRT-PCR analysis of the expression of the indicated ribosomal protein genes in control (shNT), ZZZ3 KD (shZZZ3) cells, and KD cells ectopically expressing shRNA-resistant WT ZZZ3 or the indicated mutants. **g** qPCR analysis of H3K9ac ChIP on a promoter of the indicated ribosomal protein genes in cells as in **f**. Error bars represent s.e.m. of three biological replicates. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01 (two-tailed unpaired Student’s *t*-test)

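RNA from H1299 cells, a human lung adenocarcinoma cell line, was sequenced in 2 sets of libraries, 1 for each of the shRNAs against ZZZ3 (shZZZ3-1 and shZZZ3-2). Each set held 5 groups: control cells treated with a non-targeting shRNA (shNT), ZZZ3 KD cells, and KD cells that expressed shRNA-resistant wild-type (WT) ZZZ3, the F821A mutant or the D824A mutant. Each group had 2 biological replicates, which gives 20 libraries in all, and each set had control libraries of its own. The authors mapped the reads to the human genome (hg19) and transcriptome with TopHat, counted reads per gene with HTSeq, and deposited the raw counts. The table of the shZZZ3-1 set lists 24184 genes and that of the shZZZ3-2 set 24091 genes, of which 22818 are in both; in each table every gene reaches at least 11 counts in 1 or more libraries. Counts summed to between 91870747 and 114494899 per library in the shZZZ3-1 set, with group medians of 106812000 for control, 97791070 for KD, 105332374 for WT, 113576407 for F821A and 100602596 for D824A. In the shZZZ3-2 set they summed to between 90722421 and 119266049, with group medians of 117858945 for control, 110274534 for KD, 105093671 for WT, 102112358 for F821A and 96207912 for D824A. The gene with the most counts in every library was EEF1A1, with between 1.94% and 3.28% of the total. Starting from these counts, each set was normalized with edgeR's TMM method and fitted with all 10 of its libraries in one negative binomial model, and groups were compared with edgeR's quasi-likelihood test. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.01, the threshold that the legend of Fig. 4e gives. After removal of genes with low counts by edgeR's filterByExpr, 23056 genes were tested in the shZZZ3-1 set and 23002 in the shZZZ3-2 set. The biological coefficient of variation between replicates was 4.34% and 4.20% in the 2 sets. TMM scaling assumes that most genes do not change, and log2 fold changes below are relative to that assumption.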

We then performed RNA-seq analysis in ZZZ3 KD cells to identify ZZZ3 regulated genes. 

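ZZZ3 (ENSG00000036549) lies on the minus strand of chromosome 1 from 78028101 to 78149104 in hg19. In the shZZZ3-1 set, its TMM-normalized level was 51.2 ± 1.40 CPM (SD, n = 2; CPM is edgeR's unit of counts relative to the library total) in control cells and 13.2 ± 0.193 CPM (SD, n = 2) in KD cells, which is 25.8% of the control. The log2 fold change was -1.96 (standard error 0.07, adjusted p = 1.34e-15 from edgeR's quasi-likelihood test). In the shZZZ3-2 set, ZZZ3 had 49.4 ± 0.0793 CPM (SD, n = 2) in control cells and 12.7 ± 0.228 CPM (SD, n = 2) in KD cells, or 25.7% of the control, with a log2 fold change of -1.96 (standard error 0.04, adjusted p = 3.4e-21 from edgeR's quasi-likelihood test). In each set both KD libraries lay below both control libraries by far more than the replicates differed, and the 2 shRNAs lowered the ZZZ3 mRNA to nearly the same share of the control.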

We used two independent shRNAs targeting *ZZZ3* to minimize the off-target effect of shRNAs. 

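With shZZZ3-1, 6687 genes were lower and 6656 higher in KD than in control cells. With shZZZ3-2, 6579 genes were lower and 6250 higher. These calls rest on the spread between 2 replicates within a set. In a joint fit of both sets at the same threshold, 7100 of 22814 genes differed between the 2 pairs of control libraries. A call therefore shows a difference larger than that between replicates, which need not come from the loss of ZZZ3. Of the 21928 genes tested in both sets, 3669 were down with both shRNAs, where 2001 would be down with both by chance, and 2933 were up with both, where 1788 would be by chance (one-sided exact hypergeometric test for the up-regulated genes, p = 3.59e-300; that for the down-regulated genes is smaller than double precision can hold, with a log10 p of -597.5). Genes are not independent of each other, so these p-values describe the overlap and not a number of separate observations. Across these genes the log2 fold changes of the 2 shRNAs correlated with a Pearson r of 0.335 and a Spearman rho of 0.318. Of the alternatives planned, a minimum fold change moved these counts most. Where a change of at least 1.5-fold was also required, 1677 genes were down with both shRNAs and 1340 were up. With each library scaled by its total count alone, 2385 genes were down and 4504 up, so which direction holds more genes depends on the scaling. The 2 comparisons share no library. Ranked by the smaller of their 2 log2 fold changes, the largest decreases among the down-regulated genes were in NXPH2 (-4.35 and -3.25 with shZZZ3-1 and shZZZ3-2) and in the long non-coding RNAs DLEU2 (-2.75 and -3.23) and AC016831.7 (-2.73 and -2.71), and large increases among the up-regulated genes were in LIPH (4.20 and 5.50) and IFI44 (6.08 and 3.40). NXPH2 had 2.10 CPM in control cells of the shZZZ3-1 set, and in the same cells LIPH had 0.168 CPM, so these fold changes rest on few reads in 1 group; for LIPH the 2 control libraries had 0.0380 and 0.298 CPM, and its log2 fold change with shZZZ3-1 ranged from 3.31 to 6.24 across the fits that each left out 1 library. With shZZZ3-2 the control libraries had 0.00914 and 0.0749 CPM and it ranged from 4.68 to 7.57. Ribosomal genes were followed with 2 lists fixed beforehand. Of 79 cytosolic ribosomal protein genes tested in both sets, 78 were down with both shRNAs (98.7%, against 16.7% of all genes; two-sided Fisher's exact test, odds ratio 397, p = 9.1e-60, adjusted p = 4.55e-59 over 5 such tests). Their median log2 fold change was -1.02 with shZZZ3-1 (range -3.56 to 0.14) and -1.11 with shZZZ3-2 (range -2.75 to -0.35). The exception was RPS27, named here after its values were seen, which was higher with shZZZ3-1. None of 10000 random lists matched on mean expression had a median as low with either shRNA; the lowest medians were -0.56 and -0.59. Adjusted over the list alone, 78 and 79 of the 79 genes were down with shZZZ3-1 and shZZZ3-2, as many as over all genes tested. Of 44 ribosome biogenesis factors, 30 were down with both shRNAs (Fisher's exact test, odds ratio 10.7, p = 4.56e-14, adjusted p = 5.7e-14), with medians of -0.55 and -0.53; adjusted over the list alone, 34 and 38 were down, again as over all genes tested. With limma's camera at a preset correlation of 0.01, the ribosomal protein genes were shifted down with both shRNAs (adjusted p = 1.49e-40 and 1.38e-89). Under fry the shift held with both (adjusted p = 2.62e-06 and 6.47e-08), while with a correlation estimated from the libraries the adjusted p was 0.0947 with shZZZ3-1 and 0.0117 with shZZZ3-2, and neither lies under 0.01. For the biogenesis factors the adjusted p was 4.28e-06 and 1.29e-13 at the preset correlation and 2.62e-06 and 3.18e-07 under fry, but 0.155 and 0.0239 with the estimated correlation, again not under 0.01.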

We identified 1333 genes downregulated and 1836 genes upregulated in both shRNA KD cells compared with the cells treated with a non-targeting shRNA (Supplementary Fig. 8a–c and Supplementary Data 2), with the downregulated genes strongly enriched in the pathways of ribosome biogenesis (Supplementary Fig. 8d). Co-analysis of the ZZZ3 ChIP-seq and RNA-seq data uncovered 116 downregulated genes and 49 upregulated genes likely to be direct targets of ZZZ3 (Supplementary Fig. 9a and Supplementary Data 2). 

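The authors list 845 genes as occupied by ZZZ3 in H1299 cells (Supplementary Data 1). By gene symbol, 787 of them were in both deposited tables and 786 were tested with both shRNAs. Of these 786 genes, 252 were down with both shRNAs, 116 were up with both and 418 were neither. The 418 include 139 genes that the 2 shRNAs changed in opposite directions. The share that was down was 32.1%, against 16.7% of the 21928 genes tested with both shRNAs (two-sided Fisher's exact test, odds ratio 2.45, p = 7.88e-27, adjusted p = 1.97e-26). The share that was up was 14.8%, against 13.4% (Fisher's exact test, odds ratio 1.13, p = 0.241, adjusted p = 0.241). Outside the ribosomal protein list, 210 of 744 occupied genes were down with both shRNAs (Fisher's exact test, odds ratio 2.02, p = 1.46e-15, adjusted p = 2.44e-15). Among genes with a RefSeq name, a background chosen after the data were seen, the odds ratio was 2.15 for occupied genes that were down and 0.996 for those that were up. The median log2 fold change of the occupied genes was -0.09 with shZZZ3-1 and -0.22 with shZZZ3-2. Among random lists matched on mean expression, 19 of 10000 had a median as low with shZZZ3-1 and 0 with shZZZ3-2; outside the ribosomal protein list the medians were -0.04 and -0.17, and 670 and 0 random lists were as low. With camera at the preset correlation, the adjusted p was 0.0029 and 2.1e-06 for the occupied genes, and 0.0563 and 0.00169 outside the ribosomal protein list. With a correlation estimated from the libraries, it was 0.177 and 0.02 for the occupied genes and 0.252 and 0.0255 outside that list, and none of these lies under 0.01, while under fry all 4 did. The shift of the occupied genes outside the ribosomal protein list with shZZZ3-1 thus does not pass camera's test or stand out from random lists. With each library scaled by its total count alone, the median of the occupied genes with shZZZ3-1 was 0.11. The largest decreases among occupied genes, ranked as above, were in RPL3 on chromosome 22 (-3.18 with shZZZ3-1 and -2.04 with shZZZ3-2), FBXO5 on chromosome 6 (-2.03 and -1.84) and KIAA0101 on chromosome 15 (-2.03 and -1.84). FBXO5 fell from 82.2 ± 1.99 to 20.1 ± 0.879 CPM (SD, n = 2 each) with shZZZ3-1, a fall with a standard error of 0.05 (adjusted p = 3.34e-18 from edgeR's quasi-likelihood test). ZZZ3 occupancy was taken from the authors' list and was not measured anew.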

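Of the 79 cytosolic ribosomal protein genes tested, 42 are on the list of ZZZ3-occupied genes, and all 42 were down with both shRNAs. RPL7 (ENSG00000147604, chromosome 8 from 74202477 to 74208024 in hg19) fell from 2952 ± 13.8 to 868 ± 52.4 CPM (SD, n = 2 each) with shZZZ3-1 and from 2904 ± 38.9 to 1215 ± 5.36 CPM with shZZZ3-2, log2 fold changes of -1.77 (standard error 0.04, adjusted p = 6.85e-19 from edgeR's quasi-likelihood test) and -1.26 (standard error 0.02, adjusted p = 1.93e-23). RPL8, on chromosome 8 from 146015150 to 146017972, had log2 fold changes of -1.60 and -1.26. For RPL35, on chromosome 9 from 127620159 to 127624260, they were -2.17 and -1.18, and for RPS15, on chromosome 19 from 1438357 to 1440494, -1.48 and -1.35. For RPL38, on chromosome 17 from 72199721 to 72206794, they were -1.43 and -1.73. The remaining ribosomal protein genes that the paper tests by PCR, RPS2, RPL6, RPL7A, RPL27 and RPL29, were down with both shRNAs, the largest change being that of RPL7A with shZZZ3-1 (-2.51). Reads of ribosomal protein genes can also map to their processed pseudogenes. Of the 44 ribosome biogenesis factors, 6 are on the occupied list and 2 of these were down with both shRNAs.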

While the upregulated direct target genes are not significantly enriched in any pathway, the downregulated 116 genes, including 39 ribosomal protein genes, are again enriched in ribosome biogenesis (Supplementary Fig. 9b–d).

### The ZZ domain is critical for the function of ATAC

Next, we asked whether recognition of H3 tail by the ZZ domain is required for ZZZ3 chromatin recruitment and function. To address this question, we performed “rescue” experiments by ectopically expressing Flag-tagged shRNA-resistant WT ZZZ3 or the H3-binding deficient mutants (F821A and D824A) in ZZZ3- depleted H1299 cells (Supplementary Fig. 10a, b). 

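ZZZ3 counts can include reads from both the endogenous gene and the introduced cDNA, which the deposited counts do not separate. In the shZZZ3-1 set, ZZZ3 had 71.0 ± 1.27 CPM (SD, n = 2) in KD cells with WT ZZZ3, 51.0 ± 3.74 CPM with F821A and 46.6 ± 5.81 CPM with D824A, which is 139%, 99.5% and 90.9% of the control. WT exceeded F821A by a log2 fold change of 0.48 (standard error 0.06, adjusted p = 1.88e-06 from edgeR's quasi-likelihood test) and D824A by 0.61 (standard error 0.06, adjusted p = 7.33e-08). In the shZZZ3-2 set the introduced ZZZ3 was far more abundant, with 2042 ± 126 CPM for WT, 2002 ± 20.5 CPM for F821A and 1985 ± 108 CPM for D824A (SD, n = 2 each), which is 41.3, 40.5 and 40.2 times the control. There WT did not differ from F821A (log2 fold change 0.03, standard error 0.03, adjusted p = 0.522) or from D824A (0.04, standard error 0.03, adjusted p = 0.327, both from edgeR's quasi-likelihood test) by more than the replicates varied.

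**Figure D1:**
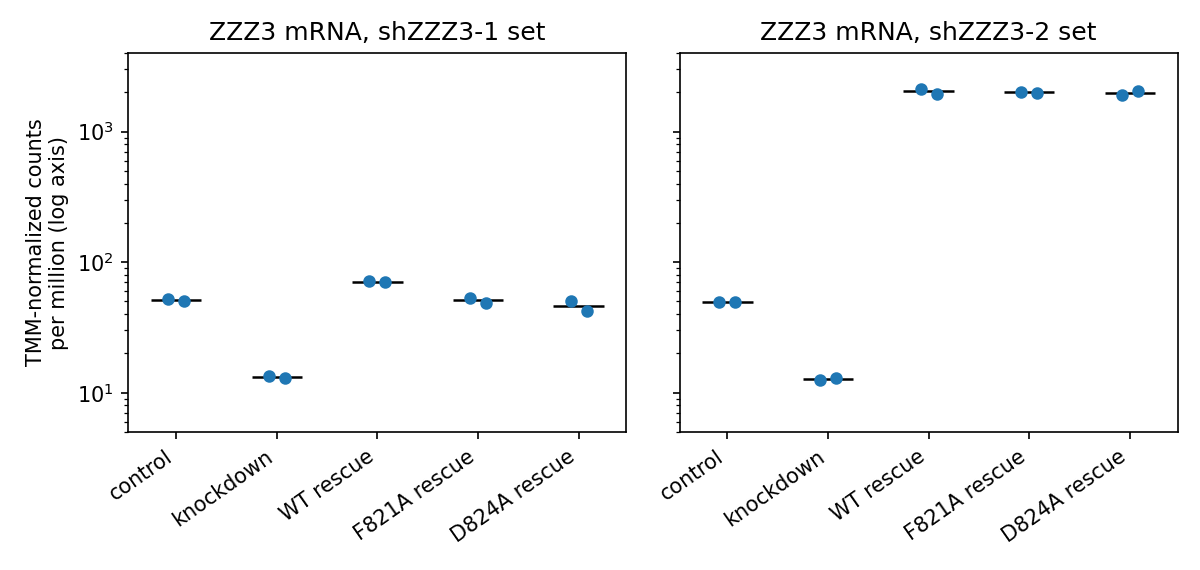
ZZZ3 mRNA in each RNA-seq library of the shZZZ3-1 set and the shZZZ3-2 set, in TMM-normalized CPM on a log axis. Points are the 2 replicates of a group and lines their mean. The 3 rescue groups lie near or above the control of 51.2 CPM in the shZZZ3-1 set and between 1985 and 2042 CPM on average in the shZZZ3-2 set.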

ChIP-seq and ChIP-qPCR using the anti-Flag M2 antibody revealed that substituting alanine for either F821 or D824 resulted in reduced ZZZ3 occupancy at target gene promoters (Fig. 4c, Supplementary Fig. 10c, d, and Supplementary Data 1). ChIP-seq experiments using the ZZZ3-specific antibody demonstrated that introducing WT ZZZ3, but not the F821A or D824A mutant, into the ZZZ3 KD cells restored genomic distribution of ZZZ3 (Fig. 4d, Supplementary Fig. 10e and Supplementary Data 1). 

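To compare the rescue groups without the libraries that had picked the genes, KD cells with WT ZZZ3 were tested against KD cells with each mutant. In the shZZZ3-1 set, 2903 of the 3669 genes down in both knockdowns (79.1%) were higher with WT than with F821A, with a median log2 fold change of 0.44, and 2987 (81.4%) were higher than with D824A, with a median of 0.47. Of the 2933 genes up in both knockdowns, 2035 (69.4%) were lower with WT than with F821A (median -0.32) and 2043 (69.7%) lower than with D824A (median -0.32). In the shZZZ3-2 set, 2774 of the down-regulated genes (75.6%) were higher with WT than with F821A (median 0.36) and 2761 (75.3%) higher than with D824A (median 0.36), and 1990 (67.8%) and 2029 (69.2%) of the up-regulated genes were lower (medians -0.29 and -0.30). For ribosomal protein genes the medians were 0.59 and 0.60 in the shZZZ3-1 set and 0.52 and 0.53 in the shZZZ3-2 set. The median over the down-regulated genes differed between replicates by an SD of 0.02 in both sets. The alternative that moved these medians most was picking the genes with the other shRNA only. The medians of WT against F821A were then 0.17 and 0.14 for genes down and -0.12 and -0.10 for genes up, in the shZZZ3-1 and shZZZ3-2 sets. Relative to KD cells, F821A changed 307 of 23056 genes and D824A 143 in the shZZZ3-1 set, against 8918 for WT. In the shZZZ3-2 set, F821A changed 876 of 23002 genes, D824A 777 and WT 8711. The genes down in both knockdowns had a median log2 fold change of 0.03 with F821A and 0.0055 with D824A against KD cells in the shZZZ3-1 set, and of 0.05 with either mutant in the shZZZ3-2 set. These contrasts share the KD libraries that picked the genes. In 5 simulated sets for each shRNA in which the rescue did nothing, the same contrast for WT had medians of at most 0.0093. The simulation picked genes by the calls of 1 set alone and had no shift common to a library, so its medians may vary too little. The replicate SDs of the F821A and D824A medians were 0.0159 and 0.0130 in the shZZZ3-1 set, and 0.0044 and 0.0056 in the shZZZ3-2 set. Ribosomal protein genes had a median of 0.19 with F821A and 0.15 with D824A against KD cells in the shZZZ3-1 set, where 39 and 34 of 79 were higher, and of 0.32 and 0.31 in the shZZZ3-2 set, where 71 and 72 were higher. The replicate SDs of these medians were 0.084 and 0.096 in the shZZZ3-1 set, and 0.013 and 0.016 in the shZZZ3-2 set. The 2 mutants differed from each other in 1 gene in each set, RRM2 and RP11-434O22.1, both named here after their values were seen. An unadjusted p under 0.05 was reached by 1035 and 1505 genes, where 1153 and 1150 would reach it by chance. Against control cells, 9233 genes in the shZZZ3-1 set and 8849 in the shZZZ3-2 set still differed with WT, 13298 and 12601 with F821A, and 13358 and 12609 with D824A. RPL7, for example, had 2318 ± 38.8 CPM with WT, 1261 ± 66.3 with F821A and 1176 ± 39.8 with D824A in the shZZZ3-1 set (SD, n = 2 each), and 2436 ± 6.09, 1643 ± 23.1 and 1624 ± 43.5 CPM in the shZZZ3-2 set. The paper proposes that the mutants do not restore target gene expression (Fig. 4f) because the ATAC complex associated with them is defective in acetylating histones at target promoters (Fig. 4g).

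**Figure D2:**
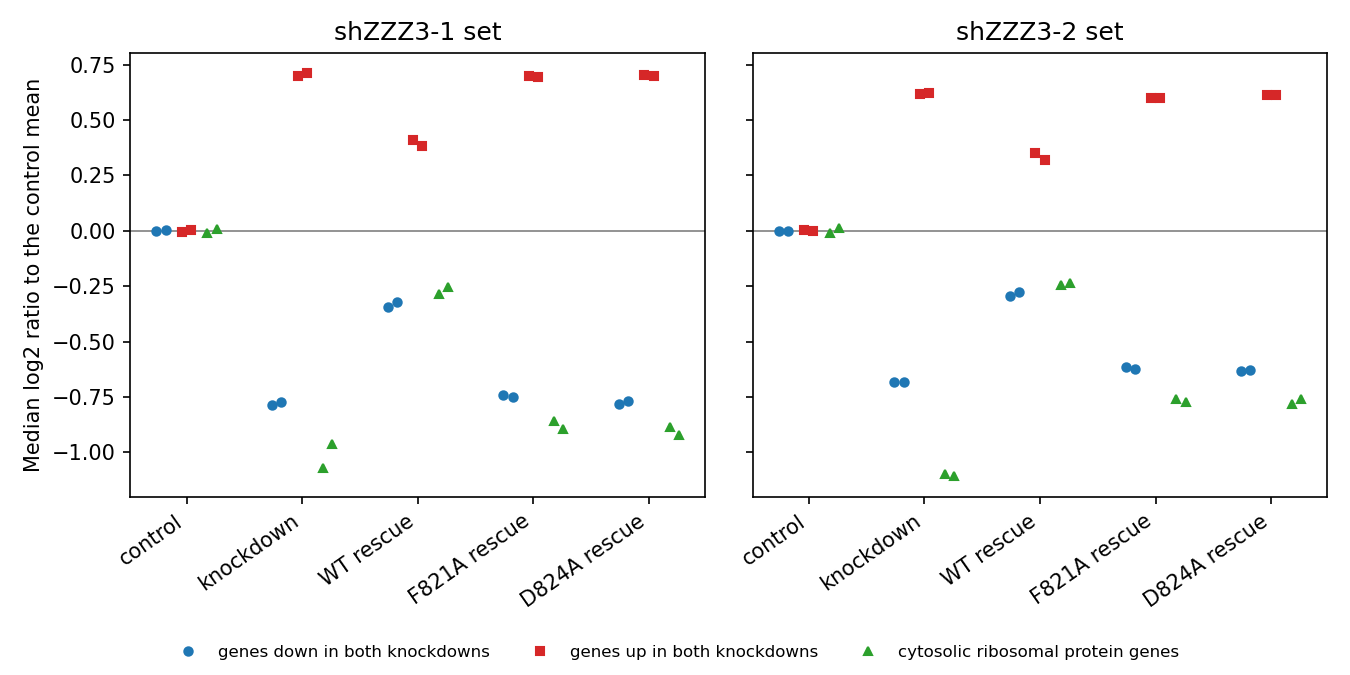
Median log2 ratio to the mean of the control libraries in each library of the shZZZ3-1 and shZZZ3-2 sets, for the genes down in both knockdowns (circles), the genes up in both knockdowns (squares) and the cytosolic ribosomal protein genes (triangles). Each group has 2 points, its replicates, computed from CPM with a pseudocount of 0.5 CPM. For the genes down in both knockdowns the WT libraries of the shZZZ3-1 set lie at -0.35 and -0.32, and the KD libraries at -0.79 and -0.77.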

Finally, transcriptional profiling analyses revealed that the H3-binding deficient mutants failed to rescue global transcriptional changes of the ZZZ3 KD cells (Fig. 4e and Supplementary Data 2). The failure of the H3-binding deficient mutants of ZZZ3 in restoring target gene expression (Fig. 4f) was likely attributed to the defect of the ZZZ3 mutants associated ATAC complex in acetylating histones on target gene promoters (Fig. 4g).

In summary, we identified a new reader of histone H3 with a recognition mode distinct from all known histone H3 readers. The ZZ-H3 interaction is important for the recruitment of ZZZ3 and the ATAC complex to maintain an acetylated, open chromatin environment, thus promoting gene activation. Notably, TADA2A and TADA2B components of the ATAC and SAGA complexes, respectively, also contain a ZZ module, but do not bind to histone H3. In future studies, it will be interesting to determine the functions of these ZZ domains and how they have evolved to perform functions distinct from recognizing histone H3.

## Methods

### Materials

Human ZZZ3 cDNA (NCBI Gene ID 26009) was cloned into pENTR3C, and subsequently cloned into p3FLAG, pCDH-Flag destination vectors using Gateway techniques (Invitrogen). The cDNA encoding the ZZ domain (amino acids 800–903) of human ZZZ3 was cloned into the pGEX-6P1 vector (Novagen). Point mutations were generated using a site-directed mutagenesis kit (Stratagene). Histone peptides bearing different modifications were synthesized at the CPC and Scilight Biotechnology. Purified recombinant mononucleosomes were purchased from EpiCypher, Inc. The anti-SGF29 and ChIP-seq-grade ZZZ3 antibodies were provided by Dr. Laszlo Tora^26^. Anti-histone antibodies (with dilution for western blotting) including anti-H3 (Ab1791, 1:20,000), anti-H3K9ac (Ab32129, 1:1000), anti-H3K14ac (Ab52946, 1:1000), anti-H4 (Ab7311, 1:1000), anti-H2A (Ab18255, 1:1000), anti-H2B (Ab52599, 1:1000), and anti-H3K9me3 (Ab8898, 1:1000) antibodies were obtained from Abcam. Anti-GCN5 (sc-20698, 1:2000), anti-PCAF (sc-13124, 1:200), anti-ADA3 (sc-98821, 1:1000), anti-ATAC2 (sc-398475, 1:1000), and anti-GST (sc-459, 1:1000) antibodies were from Santa Cruz. Anti-ZZZ3 (SAB4501106, 1:1000), anti-Flag (M2, 1:5000), and anti-tubulin (T8328, 1:5000) antibodies were from Sigma. Anti-H3K9ac (61251) and anti-H3K4ac (39381) for ChIP-seq were from Active Motif. 

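Both shRNA sequences match the human ZZZ3 mRNA exactly and no other annotated gene's transcript in GENCODE's annotation of GRCh37, where ZZZ3 lies on the minus strand of chromosome 1. The 20 bases of ZZZ3#1, ATCGTATGGGACCAATATAC, lie in the coding sequence in exon 7 of 15, at positions 78047744 to 78047763. Their context in the mRNA is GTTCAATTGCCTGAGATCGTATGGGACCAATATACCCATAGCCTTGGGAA. The 21 bases of ZZZ3#2, GCATCAGATGACGAAAGTATT, span the junction of exons 12 and 13 in the coding sequence, with 6 bases at 78041753 to 78041758 and 15 bases at 78034137 to 78034151. Their context is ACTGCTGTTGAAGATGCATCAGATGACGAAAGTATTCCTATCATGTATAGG.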

The shRNAs targeting human ZZZ3 were obtained from Sigma. shRNA sequences were ZZZ3#1, 5′-ATCGTATGGGACCAATATAC; and ZZZ3#2, 5′-GCATCAGATGACGAAAGTATT.

### Peptide microarray, peptide, and GST pulldown assays

Peptide microarray and peptide pulldown assays were performed as described previously^27^. Briefly, biotinylated histone peptides were printed in triplicate onto a streptavidin-coated slide (PolyAn) using a VersArray Compact Microarrayer (Bio-Rad). After a short blocking with biotin (Sigma), the slides were incubated with the GST-fused ZZZ3 ZZ or other desired proteins in binding buffer (50 mM Tris–HCl 7.5, 300 mM NaCl, 0.1% NP-40, 1 mM PMSF, and 20% fetal bovine serum) overnight at 4 °C with gentle agitation. After being washed with the same buffer, the slides were probed with an anti-GST primary antibody and then a fluorescein-conjugated secondary antibody and visualized using a GenePix 4000 scanner (Molecular Devices).

For the peptide pulldown assays, 1 µg of biotinylated histone peptides with different modifications were incubated with 1–2 µg of GST-fused proteins in binding buffer (50 mM Tris–HCl 7.5, 300 mM NaCl, 0.1% NP-40, and 1 mM PMSF) overnight. Streptavidin beads (Amersham) were added to the mixture, and the mixture was incubated for 1 h with rotation. The beads were then washed three times and analyzed using SDS-PAGE and western blotting.

For GST pull-down experiments, 2 µg of GST-fused proteins were incubated with 10 µg of calf thymus total histones (Worthington) in binding buffer (50 mM Tris–HCl 7.5, 1 M NaCl, 1% NP-40, 0.5 mM EDTA, and 1 mM PMSF plus protease inhibitors (Roche)) at 4 °C overnight, followed by an additional 1 h of Glutathione-Sepharose beads (Amersham) incubation. The beads were then washed five times and analyzed using SDS-PAGE and western blotting. Other steps are essentially the same as described above.

### Protein expression and purification

The human ZZZ3 ZZ domain (aa 816–874 and 800–903) was cloned into a pGEX 6p-1 vector and expressed in BL21 (DE3) RIL cells. Protein production was induced with 0.2 mM IPTG and incubated overnight at 18 °C in Luria broth (LB) or minimal media (M9) supplemented with 0.05 mM ZnCl_2_. For the production of ^13^C/^15^N-labeled or ^15^N-labeled samples, ^15^NH_4_Cl and ^13^C_6_-glucose were used in the M9 medium. The GST-ZZ proteins were purified on glutathione Sepharose 4B beads (GE Healthcare) in 20 mM Tris–HCl (pH 7.0) buffer, supplemented with 100 mM NaCl and 5 mM DTT. The GST tag was cleaved overnight at 4 °C with PreScission protease. Unlabeled and ^13^C/^15^N-labeled proteins were further purified by size-exclusion chromatography and concentrated in Millipore concentrators. All mutants were generated by site-directed mutagenesis using the Stratagene QuikChange mutagenesis protocol, grown, and purified as WT proteins.

### NMR experiments

NMR experiments were carried out at 298 K on Varian INOVA 600- and 900-MHz spectrometers. NMR samples contained 20 mM Tris–HCl (pH 7.0) buffer, supplemented with 100 mM NaCl, 5 mM DTT, and 8% D2O. The chemical shift assignments for apo-state were obtained by a set of triple-resonance experiments^28^ with nonlinear sampling^29^ using a ^13^C/^15^N-labeled ZZZ3_816–874_ sample. To obtain the H3- or H3K4ac-bound state, 10 mM H3 (1–12) peptide or 4 mM H3K4ac (1–8) was added to 2 mM ^13^C/^15^N-labeled ZZZ3_816–874_ sample. The concentration of peptides was calculated by weighing ~1 mg of each peptide and dissolving in water to obtain 50–100 mM stock solutions. The stock solutions were prepared independently for the NMR and fluorescence experiments. Triple-resonance experiments were collected to confirm the assignments for the complex state. 3D ^15^N- and ^13^C-edited NOESY–HSQC spectra (mixing time of 100 ms) were collected to obtain distance restraints within ZZZ3-ZZ. 2D ^15^N-/^13^C-filtered NOESY and TOCSY–HSQC spectra were collected to obtain the chemical shift assignment for the H3 peptide. 3D ^15^N-/^13^C-filtered ^13^C- and ^15^N-edited NOESY–HSQC spectra (mixing time of 200 and 300 ms for H3 (1–12), and of 200 ms for H3K4ac (1–8)) were collected to obtain the intermolecular distance restraints.

In total, 0.1 mM uniformly ^15^N-labeled WT or mutated ZZZ3-ZZ was used in NMR titrations. Binding was characterized by monitoring chemical shift changes in the proteins induced by histone peptides (synthesized by SynPeptide). Dissociation constant (*K*_d_) was determined by applying PCA to the ^1^H,^15^N HSQC titration spectra in TREND^30^. Each binding isotherm was fitted using the following equation:

$$p_{\mathrm{bound}} = ||PC1|| = \frac{{\left( {\left( {\left[ L \right] + \left[ P \right] + K_{\mathrm d}} \right) - \sqrt {\left( {\left[ L \right] + \left[ P \right] + K_{\mathrm d}} \right)^2 - 4[P]\left. {[L]} \right)} } \right)}}{{2[P]}}$$

where [*L*] is the concentration of the histone peptide, [*P*] is the concentration of ZZ, *p*_bound_ is the fraction of protein bound to a ligand, and *PC1* is the normalized principal component, obtained by TREND, that indicates the change in the population of the bound state. The errors of the *K*_d_ value are the fitting uncertainties from nonlinear least-squares fits in Kaleidagraph.

### Structure determination for the ZZZ3-H3 complex

Calculation of the structure of ZZZ3-ZZ (aa 816–874) in complex with H3 (1–12) peptide or H3K4ac (1–8) peptide was carried out using interproton NOE-derived distance restraints and dihedral angle restraints. Spectra were processed and analyzed with NMRDraw and CcpNmr Suite^31^. The program DANGLE in CcpNmr Suite was used to predict dihedral angles *ψ* and *φ* restraints. Hydrogen bonds were derived from characteristic NOE patterns in combination with dihedral angles. The structures were calculated initially with XPLOR-NIH and refined with AMBER^32,33^. Hundred structures were calculated, and the ensemble of 20 conformers with the lowest total energy was selected to represent the complex of ZZZ3-ZZ and H3 peptides. The quality of the structures was validated using the program PROCHECK-NMR. The structural statistics is listed in Supplementary Table 1.

### Fluorescence spectroscopy

Spectra were recorded at 25 °C on a Fluoromax-3 spectrofluorometer (HORIBA). The samples containing 1.0 µM ZZZ3 ZZ (aa 800–903) and progressively increasing concentrations of the histone peptide were excited at 295 nm. Experiments were performed in buffer containing 20 mM Tris–HCl (pH 7.2), 150 mM NaCl, and 1 mM DTT, with the exception of experiments shown in Supplementary Fig. 3b, which were performed in 100 mM NaCl buffer. Emission spectra were recorded over a range of wavelengths between 330 and 360 nm with a 0.5-nm step size and a 1-s integration time and averaged over three scans. The *K*_d_ values were determined using a nonlinear least-squares analysis and the equation:

$${\mathrm{\Delta }}I = {\mathrm{\Delta }}I_{\mathrm {max}}\frac{{\left( {\left( {\left[ L \right] + \left[ P \right] + K_{\mathrm d}} \right) - \sqrt {\left( {\left[ L \right] + \left[ P \right] + K_{\mathrm d}} \right)^2 - 4[P]\left. {[L]} \right)} } \right)}}{{2[P]}}$$

where [*L*] is the concentration of the histone peptide, [*P*] is the concentration of ZZZ3 ZZ domain, Δ*I* is the observed change of signal intensity, and Δ*I*_max_ is the difference in signal intensity of the free and bound states of the ZZ domain. The *K*_d_ value was averaged over three separate experiments, with error calculated as the standard deviation between the runs.

### Microscale thermophoresis (MST) binding assay

The MST experiments were performed using a Monolith NT.115 instrument (NanoTemper) as described previously^34^. All experiments were performed with the purified ZZ domain (a.a. 800–903) in a buffer containing 20 mM Tris–HCl (pH 7.0), 150 mM NaCl, and 3 mM DTT. The final concentration of the C-terminal fluorescein-labeled histone H3 peptide (1–12, KE BIOCHEM) was kept at 80 nM. Dissociation constants for the interaction between ZZ with unlabeled peptides H3 (1–12) and H3K4ac (1–12) were measured using a displacement assay in which increasing amounts of unlabeled peptides were added into a preformed ZZ:H3-FAM complex prepared by supplementing 5 μM ZZ into each sample. The measurements were performed at 50% LED and 40% MST power with 3-s laser on time and 22 s off time. For all measurements, samples were loaded into premium capillaries and 1400–1700 counts were obtained for the fluorescence intensity. The *K*_d_ and IC_50_ values were determined with the MO.Affinity Analysis software (NanoTemper Technologies GmbH), using two independent MST measurements. The *K*_i_ values for unlabeled peptides with ZZ were determined from the IC_50_ values observed in the displacement assay and converted by the following equation:

$$K_{\mathrm i} = \left[ I \right]_{50}/\left( {\frac{{\left[ L \right]_{50}}}{{K_{\mathrm d}}} + \frac{{\left[ P \right]_0}}{{K_{\mathrm d}}} + 1} \right)$$

where [I]_50_ is the concentration of free unlabeled ligand at 50% binding and [L]_50_ is the concentration of free labeled H3 peptide at 50% binding. The *K*_d_ value is the dissociation constant of labeled H3 peptide determined in the direct binding experiment described above. Measurements for H3 unmodified and H3K4ac peptides were done in triplicates and duplicates, respectively.

### Affinity purification and HAT assays

Nuclear extracts were prepared from stable cells using a standard protocol^35^. Briefly, approximately 2 mg of nuclear extract was incubated with 25 µl of M2-agarose beads (Sigma) overnight at 4 °C. The beads were washed four times with high-salt wash buffer (10 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 300 mM KCl, and 0.1% Triton X-100), followed by two washes with low-salt wash buffer (10 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 100 mM KCl, and 0.1% Triton X-100). Elution was achieved by two consecutive incubations of the beads with 0.5 mg/ml triple-FLAG peptide (Sigma) in 200 µl of low-salt wash buffer. All buffers contained phenylmethylsulfonyl fluoride and protease inhibitor cocktail (Roche).

Purified complexes were incubated for indicated times at 37 °C with peptides (1 μg) or mononucleosomes (10 μg) and 0.1 mM acetyl-CoA in HAT reaction buffer (50 mM Tris, pH 8.0, 0.1 mM EDTA, 10% glycerol, 1 mM PMSF, and 1 mM DTT) in a total volume of 50 μL. Reactions were quenched by flash-freezing in liquid nitrogen and then analyzed by SDS-PAGE and western blot. Uncropped western blots are shown in Supplementary Figure 11.

### Cell culture and viral transduction

All cell lines were validated by STR DNA fingerprinting performed by the MDACC CCSG-funded Characterized Cell Line Core (NCI # CA016672). Human HEK 293 T (ATCC) cells were maintained in DMEM (Cellgro) supplemented with 10% fetal bovine serum (Sigma). Human lung cancer cell lines H1299 and A549 were cultured in RPMI 1640 (Cellgro) supplemented with 10% fetal bovine serum. Lentiviral transduction was performed as described previously^27^. Briefly, 293T cells were co-transfected with pMD2.G, pPAX2 (Addgene) and pLKO shRNA, or pCDH cDNA constructs and control vectors, and then viral supernatants were collected after 48 h. For infections, cells were incubated with viral supernatants in the presence of 8 µg/ml polybrene. After 48 h, the infected cells were selected with puromycin (2 µg/ml) for pLKO clones or blasticidin (10 µg/ml) for pCDH clones for 3–4 days before experiments.

### ChIP and ChIP-seq analysis

ChIP analysis was performed essentially as described previously^27^. Briefly, cells were cross-linked with 1% formaldehyde for 10 min and stopped with 125 mM glycine. Nuclei were isolated by re-suspending the cells in swelling buffer containing 5 mM PIPES, pH 8.0, 85 mM KCl, 1% NP-40, and a complete protease inhibitor for 20 min at 4 °C. The isolated nuclei were re-suspended in nuclei lysis buffer (50 mM Tris, pH 8.0, 10 mM EDTA, and 1% SDS) and sonicated using a Bioruptor Sonicator (Diagenode). The samples were immunoprecipitated with 2–4 µg of the appropriate antibodies overnight at 4 °C. Protein A/G beads were added and incubated for 1 h, and the immunoprecipitates were washed twice each with low-salt, high-salt, and LiCl buffers. Eluted DNA was reverse-cross-linked, purified using PCR purification kit (Qiagene), and analyzed by quantitative real-time PCR on the ABI 7500-FAST System using the Power SYBR Green PCR Master Mix (Applied Biosystems). Statistical differences were calculated using a two-way unpaired Student’s *t*-test. The primers used for qPCR are listed in Supplementary Data 3.

For ChIP-seq, ChIP experiments were carried out essentially the same as described above. Samples were sequenced using the Illumina Solexa Hiseq 2500. The raw reads were mapped to human reference genome NCBI 37 (hg19) by Solexa data-processing pipeline, allowing up to two mismatches. The genome ChIP-seq profiles were generated using MACS 1.3.6 with only unique mapped reads. Clonal reads were automatically removed by MACS. The ChIP-seq profiles were normalized to 10,000,000 total tag numbers, and peaks were called at *p*-values ≤ 1e-8 with input DNA as control. The input DNA was also used for peak calling. Nonspecific peaks called in the input DNA were used to remove false-positive peaks from ChIP samples. For ChIP-seq peak calling, promoters are defined as [−3k ~ 3k] bp around TSSs of RefSeq genes. A binomial test was used to evaluate the significance of ChIP-seq peak occupancy (at least 1nt) on promoters. ChIP-seq heatmap was drawn by the seqplots R package (http://github.com/przemol/seqplots).

### RNA extraction, real-time PCR, and RNA-seq analysis

Reverse transcription PCR and real-time PCR were performed as previously described^27^. Total RNA was extracted using an RNeasy plus kit (Qiagen) and reverse-transcribed using an iScrip reverse transcription kit (Bio-Rad). Quantitative real-time PCR (qPCR) analyses were performed as described previously using Power SYBR Green PCR Master Mix and the ABI 7500-FAST Sequence Detection System (Applied Biosystems). Gene expressions were calculated following normalization to GAPDH levels using the comparative Ct (cycle threshold) method. For glucose starvation, gene expressions were calculated following normalization to cell number using the comparative Ct (cycle threshold) method. Statistical differences were calculated using a two-way unpaired Student’s *t*-test. The primer sequences for qPCR are listed in Supplementary Data 3.

RNA-seq samples were sequenced using the Illumina Hiseq 2500, and raw reads were mapped to the human reference genome (hg19) and transcriptome using Tophat 2.1.0 (http://ccb.jhu.edu/software/tophat/index.shtml). Read counts for each transcript were calculated using HTseq v0.6.1 using default parameters. Differential gene expression analyses were performed using the “exactTest” function in edgeR v3.0. Gene Ontology analysis was performed using the DAVID Bioinformatics Resource 6.7. The gene expression heatmap was generated using pheatmap package in CRAN (https://cran.r-project.org/package=pheatmap). The volcano plot was drawn using ggplot2 package in R computing environment (https://cran.r-project.org/package=ggplot2).

### Statistical analyses

Experimental data are presented as mean ± s.e.m. unless stated otherwise. Statistical significance was calculated by two-tailed unpaired *t*-test on two experimental conditions with *p* < 0.05 considered statistically significant unless stated otherwise. Statistical significance levels are denoted as follows: *p< 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; n. s.: not significant. No statistical methods were used to predetermine sample size. For overlap analysis, a hypergeometric test was performed for a two-way Venn diagram by the R software unless otherwise stated. Super exact test was performed for the three-way Venn diagram by the R package (https://lib.ugent.be/CRAN/web/packages/SuperExactTest).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

Structure data have been deposited in Protein Data Bank under accession numbers 6E83 and 6E86. The ChIP-seq and RNA-seq data have been deposited in the Gene Expression Omnibus database under accession number GSE100009.

# Supplementary material for: The ZZ-type zinc finger of ZZZ3 modulates the ATAC complex-mediated histone acetylation and gene activation
**Source:** Nat Commun. 2018 Sep 14;9:3759. doi: 10.1038/s41467-018-06247-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Lists of ChIP-seq peaks and occupied genes of ZZZ3, YEATS2, H3K4ac, H4K9ac in H1299 cells; lists of Flag-ChIP-seq peaks in H1299 cells stably expressing Flag-ZZZ3 (WT), Flag-ZZZ3-F821A, Flag-ZZZ3-D824A or the vector control; lists of ZZZ3 ChIP-seq peaks in control, ZZZ3 KD, and ZZZ3 KD cells expressing ZZZ3 (WT), ZZZ3-F821A, or ZZZ3-D824A.

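The sheet of ZZZ3 peaks in Supplementary Data 1 gives the position of each of the 949 peaks with the genes whose TSS lies nearest, and the sheet of ZZZ3-occupied genes names 845 genes. By the distances that the sheet prints, 699 peaks have a TSS within 3 kb; for 79 peaks the distances could not be read from the text copy. These 699 peaks name 833 genes. The list of 845 occupied genes is what the co-analysis with RNA-seq uses.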

File Name: Supplementary Data 2

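In Supplementary Data 2, each sheet of down- or up-regulated genes gives for one shRNA the counts of a gene in the 2 control and 2 KD libraries with its log2 fold change and adjusted p-value. The copy used here holds 1999 of the paper's 4129 down-regulated and 1997 of its 5103 up-regulated genes for shZZZ3-1, and 1999 of its 3126 down-regulated and 218 of its 4857 up-regulated genes for shZZZ3-2, so no overlap or enrichment was computed from it. For every gene held, the counts equal those of the deposited tables. For genes with a mean of at least 100 counts, the paper's log2 fold change equals the log2 ratio of the summed KD counts to the summed control counts without scaling for library size. The median difference was -2.5e-05 (SD 0.00264 over 2316 genes) for shZZZ3-1 and 0.000148 (SD 0.00138 over 1591 genes) for shZZZ3-2. From the TMM-normalized log2 fold change it differed by a median of 0.08 and 0.12.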

Description: List of down- or up-regulated genes in shZZZ3-1 or shZZZ3-2 shRNA treated H1299 cells. Overlaps with ZZZ3 ChIP-seq occupied genes and KEGG analysis are also included

File Name: Supplementary Data 3

Description: List of oligoes used in qRT-PCR and ChIP-qPCR analysis

How the deposited data were processed for this re-analysis (not part of the article)

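RNA-seq of H1299 cells was analysed in 20 libraries: 2 sets, 1 per shRNA against ZZZ3, each with 5 groups of 2 biological replicates (control, KD, and KD with WT, F821A or D824A ZZZ3). The authors mapped the reads to hg19 with TopHat, counted them per Ensembl gene with HTSeq and deposited raw counts without normalization. The authors also deposited a log2 fold change, a p-value and an FDR per gene from edgeR, and the table headers do not say which libraries those compare. The ChIP-seq samples of the study were not analysed here; the peaks and the occupied genes of Supplementary Data 1 were taken as the authors give them.

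Each set was analysed from its counts with edgeR (version 4.0.16) under R (version 4.3.3). Genes were kept by filterByExpr with the 5 groups, libraries were scaled by TMM, and a quasi-likelihood model was fitted to all 10 libraries of a set. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.01. A joint fit over both sets tested the interaction of knockdown and shRNA. Lists were tested with limma's camera (version 3.58.1) at a preset correlation of 0.01, with fry, and with a correlation estimated from the libraries, and against 10000 random lists matched on mean expression. Overlaps were tested with Fisher's exact test or the hypergeometric distribution in scipy (version 1.17.1) under Python (version 3.11.15), with the genes tested in both sets as the background. Total counts lie between 90722421 and 119266049 per library, and the biological coefficient of variation is given where the libraries are described.

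The comparisons between groups with their test, the gene lists and the alternative settings listed first were chosen before the data were examined. The limits of the restored share and several tests of explanations were chosen later, as the closing parts say. Genes that the paper names may be named, with the 3 largest decreases and 3 largest increases among genes called the same way in both knockdowns, ranked by the smaller of the 2 absolute log2 fold changes with a mean of at least 50 counts in each set, and the 3 ZZZ3-occupied genes with the largest decrease by the same ranking. The result for 1 gene that this rule picks is not reported here. The alternative settings were edgeR's exactTest, DESeq2 (version 1.42.0), DESeq2's size factors, upper-quartile normalization, scaling by total counts alone, removal of a trend on GC content and gene length, no filter, at least 10 counts in every library, an adjusted p under 0.05, a change of at least 1.5-fold, replicate number as a block, the control and KD libraries alone, leaving out each library in turn, genes picked with the other shRNA only, and occupied genes by a transcription start site within 3 kb of a peak. Alternatives added after the data were seen were an unscaled count ratio, matching of occupied genes by older symbols, and a background of genes with a RefSeq name. Gene length, GC content and coordinates came from GENCODE's annotation on GRCh37, which gave length and GC content for 96.4% of 25457 genes.

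On simulated data with 200 changed genes of log2 change 1 per set, the quasi-likelihood test called 157 and 153 of them, with 2 and 1 unchanged genes called and 0 called in the wrong direction. These are calls at an adjusted p under 0.01 with 2 libraries per group, so a change of this size in a gene with few counts can be missed. The simulated sets held 22383 and 22391 tested genes, whereas 13343 and 12829 genes were called between KD and control cells in the data. The simulation thus did not test TMM scaling where most genes change, and its rates need not hold for the data. No p-value was computed where leaving out a library left 1 in a group. Permuting group labels was not done because 2 libraries against 2 allow too few splits.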

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

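The test of seed matches and each test of how WT ZZZ3 restores expression were chosen only after the results they examine were seen.

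The effect of the knockdown differed between the 2 shRNAs, tested as an interaction, for 11865 of the 22814 genes in the joint fit, 5771 of them higher and 6094 lower with shZZZ3-2. By the calls of each set, 1430 genes were down with shZZZ3-1 and up with shZZZ3-2, where 1860 would be by chance, and 1455 were up with shZZZ3-1 and down with shZZZ3-2, where 1923 would be. The main text discusses the genes that both shRNAs change in the same direction, and Supplementary Data 2 lists the changed genes of each shRNA. Each set has 1 shRNA and control libraries of its own, so the shRNA and the set are confounded, and 2 libraries per group give a spread within a set but none between sets.

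Several technical explanations are argued against as the whole cause. Of the genes lowered by shZZZ3-1 and raised by shZZZ3-2, 85.0% of the 1151 with a 3' UTR sequence have no match to the seed of shZZZ3-1 there, and for shZZZ3-2 75.9% of 1279 have none; among other 7-mers, 70 of 639 and 109 of 876 went with a shift at least as large. With the trend on GC content and gene length removed, 2965 genes were called in opposite directions. Their number was 2879 with DESeq2's size factors, 2920 with scaling by total counts alone and 2945 with upper-quartile normalization. A difference between the control libraries alone leaves the knockdown libraries of the sets alike, but these differed in 14031 of 22814 genes, against 7100 for the control libraries. Effects of each shRNA on other genes that do not run through ZZZ3 would not be reversed by shRNA-resistant WT ZZZ3. Cells or RNA like those of the control within the WT culture would reverse such effects as well. Genes changed in opposite directions were followed where the log2 change was at least 1 and the mean at least 5 CPM. Of their linear change, WT restored a median share of 0.475 with shZZZ3-1 (455 genes) and 0.485 with shZZZ3-2 (324 genes). The WT replicates differed by 0.0302 and 0.0420, and F821A restored 0.00535 and 0.00914. Genes changed in the same direction had WT shares of 0.490 and 0.497. For the genes changed in opposite directions, the WT shares argue against effects outside ZZZ3 as the whole cause only where control-like RNA played no part. A mixture with such RNA is argued against below only as the whole cause of the recovery. A general difference between the sets in culture or library preparation, and a different course of the knockdown, stay open and were not tested.

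In KD cells with WT ZZZ3, 9233 genes in the shZZZ3-1 set and 8849 in the shZZZ3-2 set still differed from control cells. The genes down in both knockdowns had medians of -0.35 and -0.30 against control, and the genes up in both 0.44 and 0.37. Over genes outside the ribosomal protein list and its pseudogenes with a log2 change of at least 1 and a mean of at least 5 CPM, limits set after the data had been explored, WT restored a median share of 0.488 of the linear change in the shZZZ3-1 set (2611 genes) and 0.492 in the shZZZ3-2 set (1874 genes), against 0.0135 and 0.0213 for F821A.

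Recovery of one share of the log2 change by every gene is argued against, since the share on that scale differed between genes that fell and genes that rose by 0.249 and 0.227, while the gap itself differed between replicates by 0.0109 and 0.00153. Recovery limited to effects that the shRNAs share is argued against by the genes changed in opposite directions, whose restored share was 0.475 and 0.485. Had each WT replicate been pooled from the reads of 1 control and 1 KD library of its set, the replicate differences would correlate across genes, with r of at least 0.847 and 0.926 in pools drawn from these counts. The correlation largest in size was -0.0155 and 0.0776. Pools of all control and KD libraries together were not tested. Whether a larger dose of ZZZ3 restores more cannot be told apart from the shRNA, because the ZZZ3 level and the shRNA differ between the same sets. For WT the sets differed in restored share by 0.0045 and replicates by 0.0463, whereas for F821A more genes changed against KD cells in the set with more ZZZ3 (876 against 307), a difference between sets that was not tested.

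Control-like and KD-like RNA in one fixed proportion gives every gene the same share, and as the whole cause it is argued against. Ribosomal protein genes had shares of 0.673 and 0.691. Outside that list, the share of genes that rose exceeded that of genes that fell by 0.0198 and 0.0163, and this gap differed between the WT replicates by 0.00707 and 0.000832. Taken from single libraries, the gap ranged from 0.0108 to 0.0247 and from 0.0091 to 0.0142, the latter range lying below 0.0163. The difference between WT replicates thus understates how far the gap varies. Its size depends on the scaling (0.0366 and 0.0328 with DESeq2's size factors, 0.0901 and 0.0808 with the upper quartile, and 0.0602 in both sets with total counts alone), and it was above 0 under each of these 4 scalings. A test that no scaling of a library affects fitted each WT library as a sum of 1 control and 1 KD library, with no library shared between the WT replicates. What the fit left over correlated between the replicates across genes with r of at least 0.647 and 0.459, against at most 0.015 and 0.0455 in simulated mixtures. Genes are not independent, so these values carry no p. A recovery within each cell that differs from gene to gene, and a culture in which some cells lack the introduced ZZZ3 and other cells differ from control in ways of their own, stay open, and the counts average over cells.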

How the results depend on the processing

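Of the alternatives below, the unscaled count ratio and the RefSeq background were chosen after seeing the data. The cause of a change was not tested unless it is stated.

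With scaling by total counts alone, the median log2 fold change of all genes rose from 0.02 to 0.22 with shZZZ3-1 and from 0.02 to 0.24 with shZZZ3-2, and changes under this setting are relative to that shift. It gave 2385 genes down and 4504 up in both knockdowns and 197 ZZZ3-occupied genes up, with an odds ratio of 1.31 for the last that passed the threshold. The medians with shZZZ3-1 and shZZZ3-2 were -0.82 and -0.90 for ribosomal protein genes, -0.35 (-0.345) and -0.31 for biogenesis factors, and 0.11, which is reversed, and -0.00295 for occupied genes. In the shZZZ3-1 set, 1900 of the genes down in both knockdowns were higher with WT than with F821A (median 0.48) and 1945 than with D824A (0.49), and 3363 and 3472 of the genes up in both were lower (-0.36 and -0.37). In the shZZZ3-2 set, 1846 genes were higher with WT than with F821A, and 3164 (median -0.32) and 3148 were lower than with F821A and D824A. Reversed under it were the D824A medians against KD cells for genes down with shZZZ3-1 (-0.0099) and genes up with shZZZ3-2 (-0.0395), CREBBP with shZZZ3-2 (0.17) and KAT2A with shZZZ3-1 (0.0713).

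With upper-quartile normalization, which moved the median of all genes to 0.12 with shZZZ3-2, ribosomal protein genes had a median of -1.01 with shZZZ3-2, biogenesis factors -0.51 and -0.43, and occupied genes -0.0497 and -0.12. WT against F821A gave medians of 0.42 and 0.33 for genes down and -0.37 and -0.33 for genes up, and WT against D824A 0.42 and 0.34, and -0.38 and -0.34. Reversed were the D824A medians against KD cells for genes up in both (0.0015 and -0.0182) and CREBBP with shZZZ3-2 (0.0559).

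With the trend on GC content and gene length removed, the medians were -0.92 and -0.95 for ribosomal protein genes, -0.43 and -0.48 for biogenesis factors, and -0.0645 and -0.14 for occupied genes. WT against F821A gave 0.36 and 0.31 for genes down and -0.39 and -0.32 for genes up, and WT against D824A 0.37 and 0.31, and -0.39 and -0.33. Reversed were the D824A median against KD cells for genes up with shZZZ3-2 (-0.0139) and YEATS2 with shZZZ3-2 (-0.0763).

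With a change of at least 1.5-fold required, which by construction calls fewer genes, 4436 genes were down and 4155 up with shZZZ3-1, 3789 and 3692 with shZZZ3-2, 1677 down and 1340 up with both, and 772 in opposite directions. It left 12 biogenesis factors down, and 129 occupied genes down and 32 up, the odds ratio of the last reversed at 0.644. WT exceeded F821A in 978 and 692 of the genes down (medians 0.69 and 0.55) and D824A in 1025 and 705 (0.73 and 0.55). It was below F821A in 298 and 244 of the genes up (-0.46 and -0.45) and below D824A in 322 and 252 (-0.48 and -0.45). The D824A median against KD cells for genes up with shZZZ3-2 was reversed at -0.0178.

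The odds ratio of occupied genes among genes up in both knockdowns was also reversed at 0.980 with edgeR's exactTest, 0.977 with at least 10 counts in every library, 0.996 with the RefSeq background and 0.7497 with the unscaled count ratio, so its side of 1 is not settled. The unscaled count ratio further gave 4131 and 3129 genes down with shZZZ3-1 and shZZZ3-2, 1331 down and 1839 up with both, 831 in opposite directions, 9 biogenesis factors down, and 117 occupied genes down and 49 up. Its medians were -0.996 for ribosomal protein genes with shZZZ3-2, -0.47 and -0.41 for biogenesis factors, and -0.0156 and -0.10 for occupied genes, and CREBBP with shZZZ3-2 was reversed (0.0729).

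Genes picked with the other shRNA only gave medians of 0.17 and 0.14 for genes down and -0.12 and -0.10 for genes up in WT against F821A, and 0.18 and 0.14, and -0.14 and -0.11, against D824A, with the F821A median against KD cells for genes up in shZZZ3-2 reversed (0.0047). DESeq2, and DESeq2's size factors in edgeR, each gave medians with shZZZ3-2 of -0.52 for biogenesis factors and -0.21 for occupied genes, and of 0.45 for WT against D824A in genes down with shZZZ3-1. An adjusted p under 0.05 gave 0.42 and 0.45 for genes down in WT against F821A and D824A with shZZZ3-1. At least 10 counts in every library gave medians with shZZZ3-2 of -1.08, -0.50 and -0.19 for ribosomal protein genes, biogenesis factors and occupied genes. The biogenesis median with shZZZ3-2 was -0.53 (-0.529) with edgeR's exactTest and with the control and KD libraries alone.

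Across the 10 fits per set that each left out 1 replicate, medians with shZZZ3-2 ranged from -1.12 to -1.09 for ribosomal protein genes, -0.53 (-0.526) to -0.50 for biogenesis factors and -0.22 to -0.20 for occupied genes. In genes down in both knockdowns they ranged from 0.34 to 0.38 (0.375) for WT against F821A and 0.35 to 0.38 for WT against D824A. Against KD cells, genes down ranged from 0.04 to 0.05 with F821A and 0.03 to 0.05 with D824A, and genes up from -0.0130 to 0.0017 with F821A and -0.0082 to 0.0096 with D824A, values too near 0 to have a direction. Fitting replicate number as a block, and testing without a filter on low counts, changed none of the 124 results run under each. Taking occupied genes by a transcription start site within 3 kb of a peak, or by older symbols, the latter chosen after seeing the data, changed none of the 6 results on occupied genes run under each. Direction held under each scaling for the medians of ribosomal protein genes, biogenesis factors and WT against either mutant, in both sets.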

Differences from the paper's values

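The paper counts 1333 genes down and 1836 up in both knockdowns, where 3669 and 2933 were found here. Of the alternatives set before the data were examined, a change of at least 1.5-fold brought both within 1.5 times of the paper's counts (1677 and 1340), and the control and KD libraries alone did so for the genes up (2702). None of the others did, including edgeR's exactTest, which the paper names (3620 and 2831). The paper counts 116 occupied genes down and 49 up, where 252 and 116 were found here. A change of at least 1.5-fold gave 129 and 32, which closes the first gap and not the second, and no other alternative set before the data were examined closed either. For the paper's 4129 genes down with shZZZ3-1, 6687 were found here. Scaling by total counts alone gave 5148 and a change of at least 1.5-fold 4436. Removal of the trend on GC content and gene length gave 6155. All of these lie within 1.5 times of the paper's count, which is what closing a gap means for counts here, and the others do not. The value of 6155 still lies far above 4129. For the paper's 3126 genes down with shZZZ3-2, 6579 were found here, and of those alternatives a change of at least 1.5-fold alone closed the gap (3789).

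An unscaled count ratio, chosen after seeing the values, gave 1331 and 1839 genes down and up in both knockdowns, 117 and 49 occupied genes down and up, and 4131 and 3129 genes down with shZZZ3-1 and shZZZ3-2. It keeps the genes called by edgeR's exactTest whose summed counts, not scaled for depth, change by at least 1.5-fold. It was reached by search against the paper's counts: 6 forms of that test, with equal or real library sizes and different dispersions, were tried, each with no fold limit and with 3 fold limits, and then 2 with the unscaled ratio. Its closeness to the paper's counts is therefore not independent evidence of how they were made. The paper's main text does not name a fold limit, and the legends of its supplementary figures were not among the text read.

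The paper's log2 fold changes in Supplementary Data 2 differ from those found here by more than the replicate SD for these genes. With shZZZ3-1 they are RPL29 (-1.294 in the paper and -1.37 here), RPL7A (-2.433 in the paper and -2.51 here), RPS15 (-1.409 in the paper and -1.48 here), ZZZ3 (-1.882 in the paper and -1.96 here), NXPH2 (-4.278 in the paper and -4.35 here), RPL3 (-3.101 in the paper and -3.18 here), FBXO5 (-1.957 in the paper and -2.03 here), KIAA0101 (-1.954 in the paper and -2.03 here). With shZZZ3-2 they are RPL27 (-1.526 in the paper and -1.64 here), RPL29 (-0.981 in the paper and -1.10 here), RPL35 (-1.06 in the paper and -1.18 here), RPL38 (-1.613 in the paper and -1.73 here), RPL6 (-1.207 in the paper and -1.32 here), RPL7 (-1.141 in the paper and -1.26 here), RPL7A (-1.588 in the paper and -1.70 here), RPL8 (-1.147 in the paper and -1.26 here), RPS15 (-1.229 in the paper and -1.35 here), RPS2 (-1.011 in the paper and -1.13 here), ZZZ3 (-1.841 in the paper and -1.96 here), RPL3 (-1.922 in the paper and -2.04 here), FBXO5 (-1.725 in the paper and -1.84 here), KIAA0101 (-1.72 in the paper and -1.84 here).

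Of the alternatives set before the data were examined, upper-quartile normalization closed the gap for RPL29, RPL7A, RPS15, ZZZ3, RPL3, FBXO5, KIAA0101 with shZZZ3-1 and for RPL35, RPL38, RPL6, RPL7, RPS15, ZZZ3, FBXO5 with shZZZ3-2. Removal of the trend on GC content and gene length closed the gap for RPL29, KIAA0101 with shZZZ3-1 and for RPL6, ZZZ3, FBXO5 with shZZZ3-2. DESeq2 closed the gap for RPL29 with shZZZ3-1. DESeq2's size factors closed the gap for RPL29 with shZZZ3-1. At least 10 counts in every library closed the gap for RPL29, RPS15, FBXO5 with shZZZ3-1. Leaving out control replicate 1 closed the gap for RPL29, ZZZ3 with shZZZ3-1. Leaving out control replicate 2 closed the gap for FBXO5, KIAA0101 with shZZZ3-1. Leaving out KD replicate 1 closed the gap for RPL29, RPL7A, RPS15, NXPH2, RPL3, FBXO5, KIAA0101 with shZZZ3-1. None of them closed it for RPL27 with shZZZ3-2, RPL29 with shZZZ3-2, RPL7A with shZZZ3-2, RPL8 with shZZZ3-2, RPS2 with shZZZ3-2, RPL3 with shZZZ3-2, KIAA0101 with shZZZ3-2. The unscaled count ratio, chosen after seeing the values, closed the gap for all of these genes except NXPH2 with shZZZ3-1.

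The paper states that the mutants failed to rescue the transcriptional changes of KD cells. For most genes the values here show little change with either mutant, but ribosomal protein genes were higher with the mutants than in KD cells: 39 of 79 with F821A and 34 with D824A in the shZZZ3-1 set (medians 0.19 and 0.15), and 71 and 72 of 79 in the shZZZ3-2 set (medians 0.32 and 0.31). With WT ZZZ3 the medians were 0.81 and 0.86. The medians with F821A and D824A had replicate SDs of 0.084 and 0.096 in the shZZZ3-1 set, and of 0.013 and 0.016 in the shZZZ3-2 set. For these genes the KD libraries of the shZZZ3-1 set lay at median log2 ratios to control of -1.07 and -0.96. The F821A libraries lay at -0.86 and -0.90, and the D824A libraries at -0.89 and -0.92. The size of the rise in that set thus depends on the KD replicate.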

Other observations

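The tests of reads shared with pseudogenes and of a fixed proportion of RNA in the ribosomal protein genes were chosen only after the results they examine were seen.

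Ribosomal protein genes recovered a larger share of their change with WT ZZZ3 than other genes did. Over those with a log2 change of at least 1 and a mean of at least 5 CPM, their median restored share on the linear scale was 0.673 in the shZZZ3-1 set (42 genes) and 0.691 in the shZZZ3-2 set (47 genes); with a log2 fall of at least 0.5 it was 0.652 (73 genes) and 0.678 (72 genes). Control-like and KD-like RNA in one fixed proportion is argued against for these genes, since it gives every gene the same share. GC content and gene length are argued against as well: genes outside the list matched on length, GC content and expression had shares of 0.493 and 0.522. The mutants also restored more in ribosomal protein genes. F821A restored 0.152 in the shZZZ3-1 set and 0.2199 in the shZZZ3-2 set, against 0.0135 and 0.0213 for genes outside the list. For D824A the shares were 0.121 and 0.202, against 0.00189 and 0.018. The larger share is thus not particular to WT ZZZ3. How much of it WT adds beyond the mutants was not tested. A response of ribosomal protein genes to ZZZ3, WT or mutant, beyond that of other genes stays open. So does a response to the growth of the rescued cells, and growth was not tested.

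The fall of ribosomal protein genes in both knockdowns was examined for 2 technical sources. Had reads moved from the genes to their pseudogenes, the pseudogenes would rise, but their median log2 fold change was -0.94 (168 pseudogenes) with shZZZ3-1 and -0.997 (162 pseudogenes) with shZZZ3-2. With the trend on GC content and gene length removed, the medians of the ribosomal protein genes were -0.92 and -0.95, below 0 by more than the replicate SD. How a slower growth of the KD cells would bear on the fall stays open and was not tested.

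The deposited log2 fold changes follow the comparison of all 8 libraries with an shRNA against ZZZ3, rescue groups included, with the 2 control libraries. In them ZZZ3 has a log2 fold change of -0.05 (-0.052) in the shZZZ3-1 table and 4.85 in the shZZZ3-2 table, where KD against control gave -1.96 in both. The subunits of the ATAC complex other than ZZZ3 (12 genes) had a median log2 fold change of 0.24 with shZZZ3-1 and -0.32 with shZZZ3-2, with 3 down and 6 up in the former and 6 down and 3 up in the latter. Single genes ranged from -1.92 to 1.14 and from -1.61 to 1.60. Of 10000 random lists matched on mean expression, 8424 and 1141 had a median as low. These are mRNA values, whereas the paper reports by western blot that protein levels of ATAC components did not change.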
